A study of Mus musculus with 6 samples. Its data were reported in "Knockdown of DNA methyltransferase 1 reduces DNA methylation and alters expression patterns of cardiac genes in embryonic cardiomyocytes" (2021).

How the data were processed

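Embryonic cardiomyocytes of CD-1 mice were compared between negative siRNA and DNMT1 siRNA, both at 12 nM and sampled 72 h after transfection, with 3 replicates per group. The groups and replicate numbers were taken from the sample titles. All negative siRNA titles end in a number in brackets that the DNMT1 siRNA titles lack, and its meaning is not given.

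Per the paper's methods, the authors bisulfite-converted genomic DNA, amplified 2 promoter regions of each of 15 genes, pooled the products of a sample, prepared the libraries by tagmentation and sequenced all of them in a single MiSeq run. They cleaned the reads with FastQC, aligned them with Bismark to a reference made of the amplicon sequences and converted in silico, and counted cytosine calls with the Bismark methylation extractor. The versions of these programs, the genome build behind the amplicons and the handling of PCR duplicates were not stated. The deposited files hold, for each cytosine of each amplicon, its coverage as a count of calls, and the percent of calls read as C and as T. Replicates were not pooled by the authors. Methylated counts were recovered from the deposited percent and coverage, and came out whole at every covered cytosine. Because a molecule copied many times by PCR is counted many times, the coverage overstates the number of molecules measured, and a p-value from the counts is smaller than the number of molecules would give. Incomplete conversion raises the methylation level of every cytosine, and the share of C outside CpG gives its size.

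Amplicons were placed on GRCm38.p6 by sliding the listed cytosine positions and contexts over its target gene and 20000 bp on either side, on both strands, and over the other target genes where its own gave no full match. All 30 entries matched at 100% of their cytosines, and the best match elsewhere in the searched sequence reached 19.8%. Positions are 1-based, and the annotation is GENCODE vM21. The spans run from the first to the last listed cytosine.

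CpG sites with at least 10 calls in every sample were kept. The main test followed the package named in the study, which is not installed here: a logistic regression of methylated and unmethylated counts on group with a likelihood-ratio chi-square test and no overdispersion term, fitted directly. Benjamini-Hochberg adjustment over the 314 tested sites replaced the q-value of that package. A site was called at an adjusted p under 0.05 and a difference of the pooled methylation above 5 percentage points. Means over all sites, over amplicons and over non-CpG cytosines were compared by two-sided exact permutation tests on the replicates, with 20 relabellings and a smallest p of 0.1. Amplicon p-values were adjusted by Benjamini-Hochberg over 26 amplicons. Binomial intervals are 95% Wilson intervals.

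The test scripts were tested on simulated counts with the coverage of the real sites, in which 60 of 314 sites were lowered by 10 points. The 60 were drawn from sites above 20% with negative siRNA. The unchanged sites therefore include the 147 at or below 5%, which cannot fall by 5 points. Noise was drawn separately for each site, so shifts shared by the sites of a library were not simulated. With binomial noise the logistic regression called all 60 and 0 of the 254 unchanged sites. With overdispersed noise it called 55 of the 60 and 5 unchanged sites, while the quasi-binomial test called 19, limma 18 and limma with the replicate block 0, each with 0 unchanged sites.

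Alternatives fixed before the data were examined were a coverage minimum of 100 or of 1, a correction for the non-CpG rate, drawing each site down to 100 calls, a quasi-binomial F test, limma on log2 of the ratio of methylated plus 1 to unmethylated plus 1 counts, Fisher's exact test on pooled counts, unweighted differences, a difference threshold of 10 points or none, Bonferroni adjustment, the replicate number as a block, coverage-weighted means, and leaving out each replicate. A ceiling on coverage, the Storey adjustment and, for a pair of amplicons, the coverage minimum of 100 combined with leaving out each replicate were chosen after seeing the data. The named sites are the 8 with the largest pooled difference among called sites with separated replicates, at most 1 per amplicon. The named amplicons are the 5 with the largest drop and the 5 with the smallest drop or a rise. Both rules were set at the same time as the first list of alternatives. The closing section also names sites that its tests concern.

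Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The expression data of the study were not used here.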

Results

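Methylation was measured in 6 cultures of embryonic cardiomyocytes, the contractile cells of the heart, which had been isolated from CD-1 mice, an outbred laboratory strain, on embryonic day 13.5. In 3 cultures the cells were transfected with 12 nM of pooled small interfering RNAs (siRNA) against DNMT1. This enzyme copies CpG methylation onto the new DNA strand after replication. The other 3 cultures received 12 nM of a negative siRNA. Genomic DNA was collected 72 h after transfection. Bisulfite treatment turns unmethylated cytosine into uracil, read as T, and leaves methylated cytosine as C, so that the share of C among the calls at a cytosine gives its methylation level. The targets were 15 genes of cardiomyocyte structure and proliferation, with 2 promoter regions per gene, amplified by PCR and sequenced together. The transcript of Dnmt1 itself was not analysed here.

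The 30 amplicon entries listed 3063 cytosines, of which 355 lay in CpG, 791 in CHG and 1917 in CHH context, where H is any base but G. The negative siRNA libraries held 28535010, 30242403 and 30927206 cytosine calls, and the DNMT1 siRNA libraries held 26793215, 30695061 and 32253280. Median coverage of the tested CpG sites was between 6739 and 8710 calls per sample. At these medians the smallest share that 3 calls can show was between 0.0344% and 0.0445%. The amplicons were amplified without molecular identifiers, so these floors and all binomial intervals given here cover counting error only. In 4 entries, namely Cdkn1a region 2, Cdkn1b region 2, Cdkn1c region 2 and Mef2c region 2, no cytosine had a call in any sample, which removed 35 CpG sites. A further 6 CpG sites had fewer than 10 calls in at least 1 sample. The remaining 314 CpG sites in 26 amplicons were tested, with coverage from 11 to 98453 calls. The labels give the 6 samples as separate replicates, and they were used as such. Every pair of libraries differed by more than counting noise, which calls copied by PCR would exceed even in repeat libraries of the same culture.

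On the mouse build GRCm38.p6 every entry matched a promoter region, and the spans lay between −1375 and 257 bp of an annotated transcription start. Of the 30 entries, 23 lay outside the annotated transcripts of their gene and 7 reached across a transcription start into exon sequence. The entry listed as Cdkn1c region 2 matched Cdkn1b on chromosome 6, 134919575 to 134919948, and not Cdkn1c.

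The first comparison asked which CpG sites changed in methylation after knockdown of DNMT1. At an adjusted p under 0.05 in the logistic regression and a difference above 5 percentage points, 118 of the 314 sites were lower after DNMT1 siRNA and 0 were higher. Without the requirement on the size of the difference, 207 sites were lower and 24 higher. The largest significant rise was 2.97 points, in Camta1 region 2. Most of the 24 sites lay in the Camta1 amplicons, where cytosines outside CpG also rose on average. That rise was 0.101 points in Camta1 region 1 and 0.943 in Camta1 region 2, with overlapping replicates in both. At an unadjusted p under 0.05, 25 sites were higher, of which 0 rose by more than 5 points. The 118 lower sites fell by 5.02 to 26.4 points, with a median difference of −12.0 points. Their median SD between replicates was 2.30 points with negative siRNA and 3.24 points with DNMT1 siRNA. In 96 of them every DNMT1 siRNA replicate was below every negative siRNA replicate, and in the other 22 the replicates of the groups overlapped. Only sites above 5% can fall by 5 points, and 167 sites had a negative siRNA mean above that level, of which 70.7% were called lower.

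The logistic regression treats each call as independent, whereas the replicates varied more than counting error allows. The median dispersion was 8.07 times that of binomial sampling, and 34 sites exceeded 100 times. With the same thresholds, pairs of libraries from the same group differed at 26 to 72 sites. In the DNMT1 siRNA pairs most of these sites went in 1 direction, with 69 of 72 higher in replicate 2 than in replicate 1. The negative siRNA pairs were more mixed, with 9 to 22 sites higher in the second replicate of a pair. A count mostly in 1 direction thus also occurred between libraries of the same treatment. With the overdispersion taken from the replicates in a quasi-binomial F test, 61 sites were lower and 0 higher. The replicate numbers 1 to 3 occur in both groups. The pairing is taken from the labels. The mean correlation, across 166 CpG sites, of the deviations from the group means was −0.147 for samples with the same number, and 0.0689 for samples with different numbers. Deviations within a group sum to 0, which ties these means to opposite signs, so that 3 pairs cannot show whether the numbers pair the cultures. These are correlations across sites, which are not independent replicates. Fitted with the replicate number as a block, the logistic regression called 117 sites lower and 0 higher. Among the alternatives the count was highest without the difference threshold, at the 207 sites given above. It was lowest with limma on log2 ratios of methylated to unmethylated counts and the replicate block, which called 43 sites lower, against 73 without the block.

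**Figure D1:**
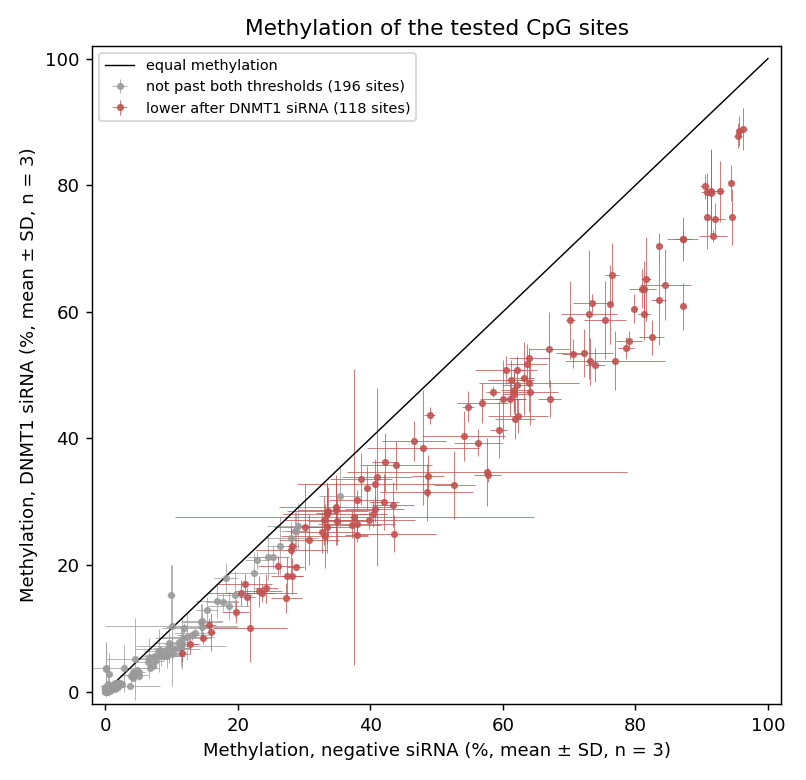
Methylation of each of the 314 tested CpG sites with negative siRNA (x axis, %) and DNMT1 siRNA (y axis, %); points are means of 3 replicates, bars are SD, and the diagonal marks equal methylation. The 118 sites called lower lie below the diagonal, and the other 196 sites crowd at low methylation.

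Lower sites were found in 13 of the 15 target genes: Camta2 (4 sites), Cdkn1a (5), Cdkn1c (22), Mef2c (6), Mef2d (4), Myh6 (7), Myh7 (10), Myh7b (6), Nppa (8), Nppb (6), Tnnc1 (12), Tnni3 (13) and Tnnt2 (15). None was found in Camta1 (52 tested sites) or Cdkn1b (24 tested sites), whose amplicon means with negative siRNA were all at or below 0.459%, too low for a drop of 5 points. In Cdkn1c 8 of the 22 sites showed complete separation of the replicates, and the gene had no lower site in the quasi-binomial test or in limma. Both of these tests called 12 genes, and limma with the replicate block called 10.

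The sites with the largest differences among those with separated replicates, at most 1 per amplicon, all lay upstream of the transcription start. Their adjusted p in the logistic regression, which treats each call as independent, was at most 4.13e-13. In the quasi-binomial F test their adjusted p lay between 0.00586 and 0.0485. In limma with the replicate block it lay between 0.0187 and 0.0411. The Tnni3 site had the highest value in both. In Mef2c the CpG at chromosome 13, 83503551, fell from 82.4% ± 1.94 (SD, n = 3) to 55.9% ± 2.80, a pooled difference of −26.4 points, at 3800 to 5648 calls per sample. In Tnnt2 the CpG at chromosome 1, 135835427, fell from 87.2% ± 0.396 to 60.8% ± 3.66, a difference of −25.9 points at 18241 to 37198 calls. In Tnni3 the CpG at chromosome 7, 4523235, fell from 76.9% ± 7.49 to 52.3% ± 4.67, a difference of −25.1 points at only 92 to 158 calls. For Cdkn1a, chromosome 17, 29090558, the level went from 79.0% ± 1.96 to 55.5% ± 1.44, a difference of −23.5 points at 1500 to 3661 calls. For Myh6, chromosome 14, 54967459, it went from 57.7% ± 2.04 to 34.2% ± 1.09, a difference of −23.1 points at 22028 to 57651 calls. The Tnnc1 site at chromosome 14, 31207533, had 73.9% ± 1.47 with negative siRNA and 51.6% ± 2.76 with DNMT1 siRNA, a difference of −22.2 points at 26529 to 41663 calls. The Nppb site at chromosome 4, 147984672, had 91.7% ± 2.12 and 72.0% ± 0.918, a difference of −19.7 points at 2398 to 4414 calls. The Myh7 site at chromosome 14, 54995483, had 81.3% ± 0.339 and 63.5% ± 4.48, a difference of −17.8 points at 13108 to 21005 calls. Each of these 8 differences exceeded the SD of both groups.

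**Figure D2:**
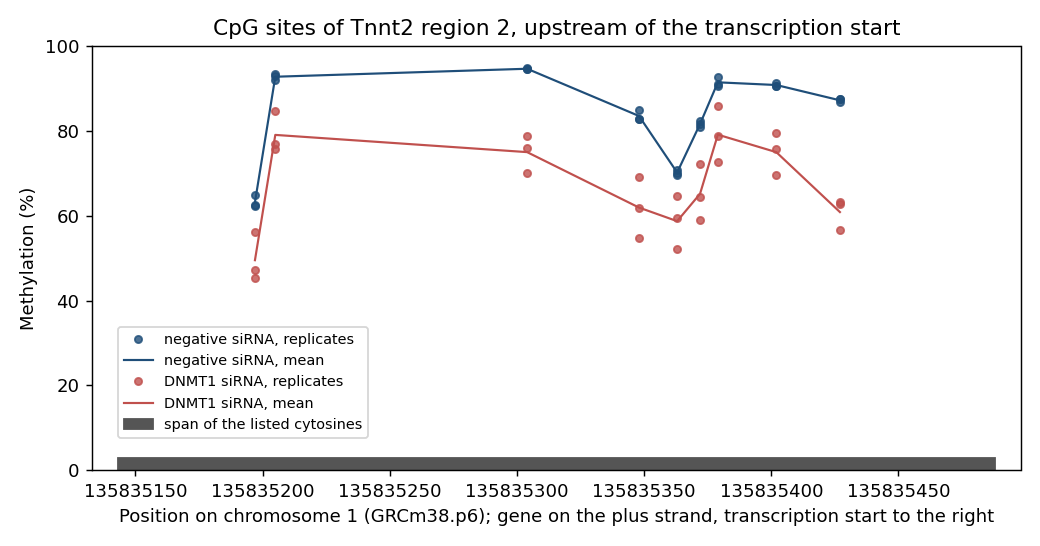
Methylation (y axis, %) of the 9 CpG sites of Tnnt2 region 2 along chromosome 1 of GRCm38.p6 (x axis, bp), with points for the 3 replicates of each siRNA, lines through the group means and a grey bar for the span of the listed cytosines. At all 9 sites every DNMT1 siRNA replicate lies below every negative siRNA replicate.

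The second comparison took 1 value per amplicon and replicate, the mean over its CpG sites. In 20 of the 26 amplicons every DNMT1 siRNA replicate was below every negative siRNA replicate, and in 1 every DNMT1 siRNA replicate was above. For a single amplicon without a difference, 5% of the relabellings of the samples give the first pattern. The amplicons come from the same 6 samples and are not independent. In the two-sided exact permutation test the smallest p that 3 against 3 replicates can give is 0.1, and the smallest adjusted p was 0.124, so that no amplicon could pass 0.05. With every site drawn down to 100 calls the count was 18 instead of 20. Taking the replicate numbers as pairs (replicate block), 22 amplicons were lower in all 3 pairs.

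The largest drops were in Myh6 region 2 (chromosome 14, 54967267 to 54967628), from 70.7% ± 1.05 (SD, n = 3) to 48.7% ± 2.58, and in Mef2c region 1 (chromosome 13, 83503290 to 83503680), from 82.0% ± 1.44 to 61.7% ± 2.18. They were followed by Cdkn1a region 1 (chromosome 17, 29090475 to 29090898), from 60.3% ± 1.86 to 42.3% ± 4.16. Tnnt2 region 2 (chromosome 1, 135835143 to 135835488) went from 83.9% ± 0.495 to 67.1% ± 5.40, and Nppb region 2 (chromosome 4, 147984632 to 147985035) from 56.5% ± 4.56 to 41.8% ± 1.84. All 5 lie upstream of the transcription start and all 5 had separated replicates. At the other end, Mef2d region 1 (chromosome 3, 88141668 to 88142079) fell from 2.25% ± 0.628 to 1.06% ± 0.320 with separated replicates, and the difference of −1.18 points was −0.528 points without its site at position 26, which had as few as 60 calls. Its non-CpG methylation also fell, with a difference of −0.231 points and separated replicates, as given below. A lower background may therefore account for part of the drop. Camta2 region 1 (chromosome 11, 70687869 to 70688297), which reaches across the transcription start, had 0.226% ± 0.0307 and 0.187% ± 0.00951 with overlapping replicates. Cdkn1b region 1 (chromosome 6, 134919793 to 134920195) had 0.459% ± 0.182 and 0.432% ± 0.261, and Camta1 region 1 (chromosome 4, 151862127 to 151862510) had 0.284% ± 0.0687 and 0.367% ± 0.124. The difference of Cdkn1b region 1 was smaller than the SD of both groups. That of Camta1 region 1, 0.0826 points, exceeded the negative siRNA SD but not the DNMT1 siRNA SD, and its replicates overlapped. The differences of Camta2 region 1 and Cdkn1b region 1 changed sign under other settings. Without the site at position 58 of Cdkn1b region 1, which had 16 to 33 calls, its replicates were separated, with a difference of −0.0615 points. When drawn down to 100 calls, the replicates of Cdkn1b region 1 overlapped, with a difference of −0.0290 points. Camta1 region 2 (chromosome 4, 151862789 to 151863118) was the only amplicon with separated replicates that rose, from 0.179% ± 0.0580 to 1.54% ± 1.47, and in 2 of its DNMT1 siRNA replicates the cytosines outside CpG rose as well, to 1.61% and 1.56%. This separation was lost at a coverage minimum of 100 or of 1, when drawn down to 100 calls and with coverage-weighted means.

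In the 16 other amplicons the mean differences were −14.6 points in Tnni3 region 2, −14.5 in Myh7 region 1, −14.2 in Tnnt2 region 1, −12.7 in Myh7b region 2, −12.3 in Tnnc1 region 1 and −12.3 in Tnni3 region 1. They were −9.55 points in Myh6 region 1, −8.59 in Nppa region 1, −8.13 in Tnnc1 region 2, −6.86 in Myh7b region 1, −4.58 in Camta2 region 2 and −4.28 in Mef2d region 2. The smallest of them were −4.15 points in Cdkn1c region 1, −3.38 in Myh7 region 2, −3.13 in Nppa region 2 and −1.48 in Nppb region 1. The replicates overlapped in Cdkn1c region 1 and in Myh7b region 1, where the SD was 11.9 points with negative siRNA and 10.8 with DNMT1 siRNA. In the 16 amplicons above 20% with negative siRNA, DNMT1 siRNA left between 68.8% and 86.4% of the negative siRNA level, with a median of 76.8%.

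**Figure D3:**
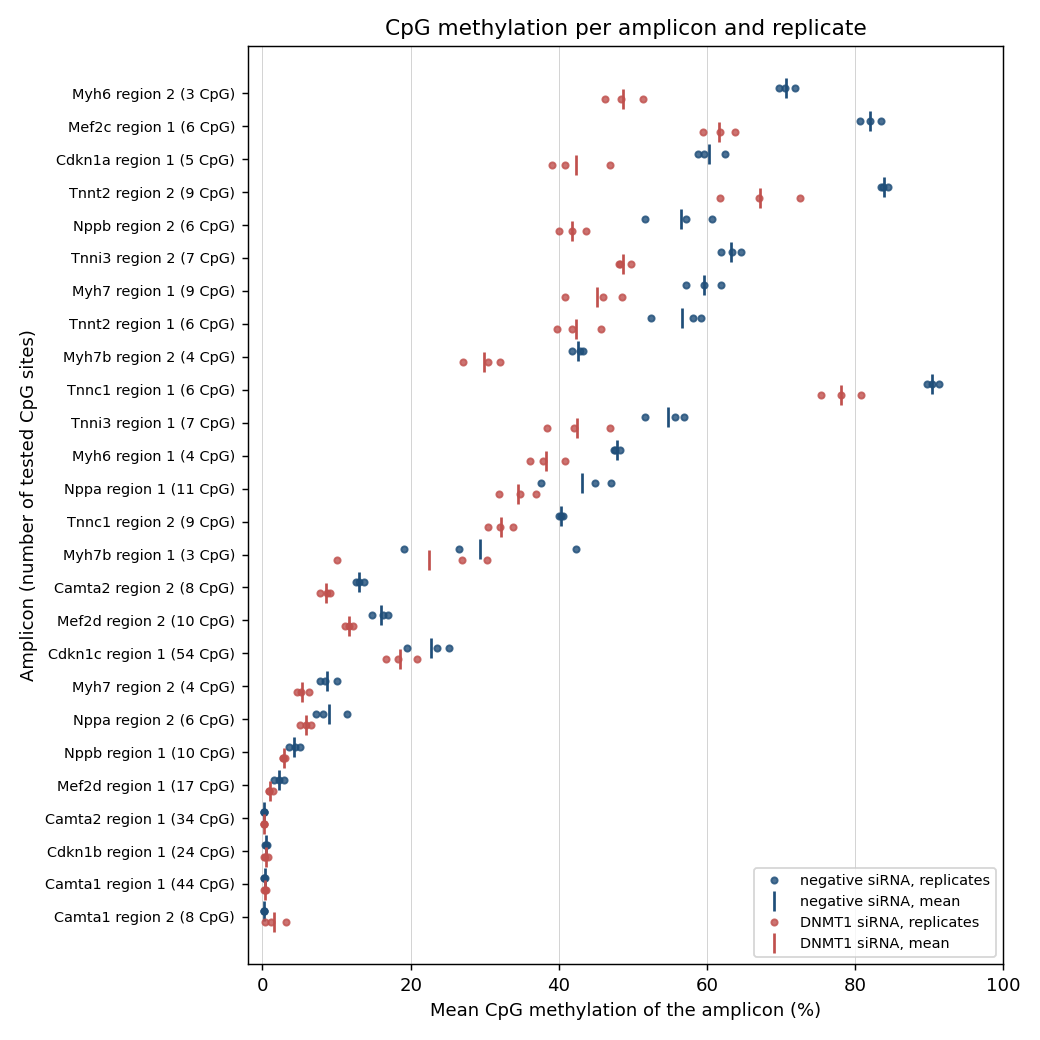
Mean CpG methylation (x axis, %) of the 26 tested amplicons (y axis, number of tested CpG sites in parentheses) in each replicate (points) and as group mean (vertical ticks), ordered by the difference between the siRNA groups. Myh6 region 2 at the top fell from 70.7% to 48.7%, and Camta1 region 2 at the bottom rose from 0.179% to 1.54%.

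Averaged over all 314 sites, methylation was 23.7%, 23.0% and 23.3% in the negative siRNA replicates and 17.0%, 19.3% and 18.2% in the DNMT1 siRNA replicates. The means were 23.3% ± 0.359 (SD, n = 3) and 18.1% ± 1.16, a difference of −5.19 points that exceeded the spread within both groups. All DNMT1 siRNA replicates were below all negative siRNA replicates, which gives p = 0.1 in the two-sided exact permutation test, the smallest p this design allows. Across the alternatives the difference moved most without DNMT1 siRNA replicate 1, to −4.61 points. With the replicate numbers taken as pairs (replicate block), the differences were −6.73, −3.68 and −5.18 points, with p = 0.25 in the exact sign-flip test, the smallest that 3 pairs can give. The pairing comes from the labels, and the correlation of −0.147 given above leaves it open.

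Methylation outside CpG was measured in the same libraries as the background of the assay. It was 0.198%, 0.180% and 0.217% of calls in the negative siRNA replicates, with 95% Wilson intervals of 0.196% to 0.200%, 0.179% to 0.182% and 0.215% to 0.219%. In the DNMT1 siRNA replicates it was 0.206%, 0.206% and 0.198%, with intervals of 0.204% to 0.208%, 0.205% to 0.208% and 0.197% to 0.200%. The group means were 0.198% ± 0.0184 (SD, n = 3) and 0.204% ± 0.00443, and the difference of 0.00514 points was smaller than the SD of the negative siRNA replicates (two-sided exact permutation test, p = 0.7). With the replicate block the mean paired difference was also 0.00514 points (exact sign-flip test, p = 0.75). Within the 5 amplicons of low methylation named above, the non-CpG difference was −0.231 points in Mef2d region 1 and −0.0220 in Camta2 region 1. In both, all DNMT1 siRNA replicates were below all negative siRNA replicates. The difference was 0.000312 in Cdkn1b region 1, 0.101 in Camta1 region 1 and 0.943 in Camta1 region 2. Much of the drop in Mef2d region 1 came from negative siRNA replicate 3, at 0.654%, against 0.259% and 0.210% in replicates 1 and 2. Its DNMT1 siRNA replicates had 0.139% to 0.148%. In the other 21 amplicons the non-CpG difference lay between −0.117 points, in Mef2c region 1 and with separated replicates, and 0.0465 points. Separated higher replicates were found in Myh6 region 1 (0.0449 points) and Myh6 region 2 (0.0464). The same held for Tnni3 region 1 (0.0259) and Tnnt2 region 1 (0.0273). The unweighted mean over cytosines moved the difference most, to 0.0605 points. The negative siRNA means of both Camta1 amplicons, Cdkn1b region 1 and Camta2 region 1, between 0.179% and 0.459%, were close to this background.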

Values the study reported

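The study examined 2 promoter regions in each of 15 genes and listed 13 of them as having lower methylation at promoter CpG sites after knockdown of DNMT1. It called a site at a false discovery rate under 0.05 and a methylation difference over 5%. Among its sites were a difference of −26.42 percentage points at location 268 of Mef2c region 1 and of −25.92 points at location 288 of Tnnt2 region 2. One listed site rose, by 5.71 points at location 391 of Cdkn1c region 1, with a false discovery rate of 0.044921.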

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

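All tests in this part were chosen after the result was seen.

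Cytosines outside CpG were not part of the comparison of sites, and in Camta1 region 2 they carried a signal above the level of the negative siRNA replicates. Their methylated share was 1.61% in DNMT1 siRNA replicate 2 (95% Wilson interval 1.53% to 1.70%, 85184 calls) and 1.56% in DNMT1 siRNA replicate 3 (1.47% to 1.65%, 70191 calls). It was 0.159% in DNMT1 siRNA replicate 1 and 0.147% to 0.199% in the negative siRNA replicates. These were the only values, among 26 amplicons in 3 DNMT1 siRNA replicates each, that exceeded the highest negative siRNA replicate by more than 1 point. In replicate 2 the signal was spread out, with a median of 1.81% per cytosine and a highest value of 3.32%. In replicate 3 the median was 0.592%, 30 of 95 cytosines exceeded 5%, and the highest value was 15.4% at position 176. If molecules had escaped conversion, CpG and non-CpG cytosines would rise by similar amounts. Mean CpG methylation of the amplicon in these replicates was 1.99 points and non-CpG methylation 1.42 points above the negative siRNA means, a ratio of 1.40. The replicates differed in this: the rise was 0.997 points in CpG and 1.44 in non-CpG in replicate 2 (ratio 0.690), and 2.98 and 1.39 points in replicate 3 (ratio 2.14). These means weigh unlike parts of the amplicon, since the signal was uneven along it. When each of the 8 tested CpG sites was set against its nearest non-CpG cytosine, at most 5 bp away, the summed rise in CpG was 0.974 times that in non-CpG, with 0.967 in replicate 2 and 0.977 in replicate 3. Low depth as the source was not borne out: 0 of the 2 replicates had fewer calls per cytosine than every negative siRNA replicate. Incompletely converted molecules remain a candidate explanation for the rise of both kinds of cytosine in this amplicon.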

How the results depend on the processing

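The ceiling on coverage, the Storey adjustment and the coverage minimum of 100 combined with leaving out replicates were chosen after seeing the data, unlike the other alternatives. The number of lower sites was 118 as reported. It was 61 with the quasi-binomial test, 73 with limma, 43 with limma and the replicate block, 74 with a threshold of 10 points and 207 without a threshold. Under the remaining alternatives, including 106 to 129 sites across the 6 fits that each left out one replicate, it stayed within 1.5 times the reported count. The quasi-binomial test, limma and the logistic regression shared 58 lower sites in 12 genes. The number of genes stayed between 10 and 15 in all of these settings, and Cdkn1c was lost with the quasi-binomial test and limma, and Camta2, Cdkn1c and Myh7b with limma and the replicate block. The threshold of 10 points left 11 genes, without Camta2 and Cdkn1c, whose largest differences were −8.96 and −9.94 points. In the simulated data with overdispersed noise and 60 sites lowered by 10 points, the logistic regression called 55 of them and 5 unchanged sites, against 19 with the quasi-binomial test, 18 with limma and 0 with limma and the block, none with an unchanged site. With binomial noise the quasi-binomial test called 56 of the 60, limma 59 and limma with the block 56. Under overdispersed noise, tests that take their error from 3 replicates thus missed true drops of this size. The simulation held no shift shared by the sites of a library, and many unchanged sites were too low to fall by 5 points. It may therefore understate false calls. How many of the real sites that lost their call were missed, and how many were false calls of the logistic regression, was not tested. Drawing every site down to 100 calls left 89 lower sites in 13 genes.

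The number of higher sites was 0 as reported, 24 without a threshold and 1 with the Storey adjustment. Of the 6 fits that each left out one replicate, the fit without negative siRNA replicate 1 gave 1 and the others 0. The cause was not tested. The site that passed with the Storey adjustment was Cdkn1c region 1 position 391. Its adjusted p went from 0.243 to 0.0403 because 16.6% of the sites were estimated as unchanged. Its unadjusted p in the logistic regression was 0.206, so the Storey value is below it and adds no evidence at this single site. The coverage at this site was 19 to 50 calls, so its difference of 5.71 points rests on few calls.

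Mean CpG methylation was lower after DNMT1 siRNA in all of these settings, with differences of −5.77 to −4.61 points across the 6 fits that each left out one replicate. Its p could not go below 0.1, so that the test shows no stability. Amplicons with separated lower replicates numbered 18 to 22. The difference in non-CpG methylation ranged from −0.00396 to 0.0144 points when one replicate was left out, and reversed only without negative siRNA replicate 2. Without negative siRNA replicate 3 it was 0.0144 points with p = 0.1 in the exact permutation test, the smallest p possible there. The cause was not tested.

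The 8 named sites stayed past their thresholds in every alternative that kept them, and the Tnni3 site, with fewer than 100 calls in 1 sample, dropped out at a minimum of 100 and when drawn down to 100 calls. Among the named amplicons, Camta2 region 1 reversed to 0.0196 points when drawn down to 100 calls. The difference of Cdkn1b region 1 ranged from −0.171 to 0.0838 points across the 6 fits that each left out one replicate. It reversed to 0.0642 points without negative siRNA replicate 3, and to 0.0838 and 0.00531 points without DNMT1 siRNA replicates 2 and 3. For Camta2 region 1 the cause was not tested. In Cdkn1b region 1 a single site, position 58, had fewer than 100 calls, and without it the difference was −0.0615 points (exact permutation test, p = 0.1, against 0.9 as reported). It then stayed between −0.0743 and −0.0520 points when each replicate was left out in turn, so the reversals rest on that site. With coverage-weighted means it was −0.0557 points (exact p = 0.1). Drawn down to 100 calls, which also removes position 58, it was −0.0290 points (exact p = 0.9). The drop of Mef2d region 1 went from −1.18 points to −0.528 points at a minimum of 100, which removes position 26. It was −0.520 points with coverage-weighted means, and the replicates were separated in both settings. At the minimum of 100 it ranged from −0.666 to −0.324 points when each replicate was left out, smallest without negative siRNA replicate 3. Camta1 region 2 rose in every setting, but its replicates overlapped at a coverage minimum of 100 (exact permutation test, p = 0.4) or of 1 (p = 0.2), when drawn down to 100 calls (p = 0.4) and with coverage-weighted means (p = 0.4), against p = 0.1 as reported.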

Other observations

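Of the tests in this part, those on other splits of the samples and the gap against the SD in the Mef2d overlap were set before their results were seen, and the others after.

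The 6 samples can be split into 3 and 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others. Of these 4 splits, 1 gave as many sites in its larger direction (118), the real one, and the others gave 24 to 70. The 6 splits that keep a same-numbered pair together gave 21 to 71. For the genes, 1 of the 4 splits gave as many as 13, and the others gave 9 to 12. No site in the opposite direction was found in 2 of the 4 splits, the real one included. With 4 splits the share is never below 25%, so these counts cannot separate the treatment from chance.

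At some sites the replicates were far apart. In Tnnt2 region 1 position 195 had 35.1%, 60.5% and 77.1% with negative siRNA and 40.9%, 31.6% and 31.6% with DNMT1 siRNA, at 22879 calls or more. Its within-group SD was 3.16 times that of the CpG site 6 bp away, just above the limit of 3 set for a neighbour that stays stable. The site was picked for its spread, which raises this ratio, and the neighbour also varied, with a dispersion of 269.8 times binomial sampling. The condition that the neighbour must itself have a low dispersion was added after seeing the data. A DNA variant at the cytosine itself, which may segregate in an outbred strain, and PCR from few template molecules therefore cannot be told apart. No genotype was analysed here. In Myh7b region 1 position 145 had 67.0%, 13.7% and 31.9% with negative siRNA and 0.700%, 43.1% and 39.1% with DNMT1 siRNA. Its pooled difference of −21.2 points thus rests largely on replicate 1 of each group. The ratio to its neighbour was 2.88, which leaves both explanations open as well. In Nppa region 1 position 125 had a ratio of 1.31: its neighbour 8 bp away varied with it, which is consistent with PCR from few template molecules and not with a variant at the site. Biological differences between cultures were not tested for these sites.

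Of 2241 non-CpG cytosines with at least 10 calls in every sample, 78 exceeded 5% in any sample. Of these, 57.7% lay within 30 bp of the first or last listed cytosine, against 6.84% of the other 2163 (odds ratio 18.6, Fisher's exact test, p = 8.03e-30, with cytosines of an amplicon not independent). Primer sequence or read ends may account for them. Away from the ends 33 remained, of which 30 were in Camta1 region 2. No biological explanation was tested.

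Loss in proportion to the starting level was tested at the 125 sites above 20% in negative siRNA replicate 1, with the mean of negative siRNA replicates 2 and 3 as the starting level. A constant remaining share of 78.7% left 0.513 times the residual sum of squares of a constant subtraction of 11.5 points. The residual SD was 5.03 points against 7.02 points. When each of 19 amplicons was left out, the ratio ranged from 0.425 to 0.833. A loss proportional to the starting level thus described these sites better than a subtraction, but the remaining share was not constant over the whole range. The 6 amplicons at or below 20% with separated lower replicates kept 47.3% to 73.3% of the negative siRNA level. They were picked for their drop, so these shares may be too low for that range. Of the others at or below 20%, Camta2 region 1 kept 83.1%, Cdkn1b region 1 kept 94.1% and both Camta1 amplicons rose. The negative siRNA levels of these others were close to the non-CpG background. Tnnc1 region 1, the amplicon with the highest starting level, kept 86.4%. Technical explanations were not tested for this pattern.

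The DNMT1 siRNA replicates kept an order across amplicons. In 12 of the 16 amplicons above 20% with negative siRNA, replicate 1 was lowest, replicate 3 in the middle and replicate 2 highest. Random orders within amplicons gave as frequent an order at p = 1e-05, the smallest that 100000 permutations can give, so noise that is independent between amplicons does not account for it. The negative siRNA replicates also shared an order, in 8 of 16 amplicons (permutation p = 0.0128). Across the DNMT1 siRNA replicates mean CpG methylation spanned 2.33 points and non-CpG methylation 0.00803 points, a ratio of 0.00345, which leaves little room for conversion. A difference between cultures in the degree of knockdown may produce such an order, but Dnmt1 levels were not analysed here and other technical differences between libraries were not tested.

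The entry listed as Cdkn1c region 2 holds the same 104 cytosines as Cdkn1b region 2, in position and context, and neither had a call. A candidate explanation is reads matching 2 identical reference entries dropped as ambiguous by the aligner. However, 2 of the 4 entries without calls, Cdkn1a region 2 and Mef2c region 2, have no identical second entry, so that a failed amplification cannot be told apart from it.

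Mef2d regions 1 and 2 overlap, and 4 CpG sites were read in both amplicons. At 0 of the 4 did the amplicons differ by a gap that had the same sign in all 6 samples and a mean above the within-group SD. The mean gaps were −0.139, 0.0936, 0.198 and −0.623 points. The SD between cultures is larger than the error of a gap within a sample, so this test has little power. At 1 of the 4 sites the gap had the same sign in all 6 samples, from 0.0357 to 0.323 points (exact sign-flip test, p = 0.0312, 0.125 after Benjamini-Hochberg adjustment over the 4 sites). A small bias specific to the amplicon cannot be excluded.

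At Cdkn1c region 1 position 391 the adjusted p was 0.243. That is higher than the value quoted from the study above. With the Storey adjustment, chosen after seeing the data, it was 0.0403, below the unadjusted p of 0.206 in the logistic regression.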
